A study of Mus musculus with 45 samples.

How the data were processed

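Mouse neural progenitor cells were followed on their way to induced pluripotent stem cells by long-read RNA sequencing on Oxford Nanopore flow cells. Per the labels, the progenitors were derived from Oct4-GFP embryonic stem cells (line O4G, derived from the R1 line) and carried a doxycycline-inducible set of reprogramming factors, either OKMS or OKS, or none (wild type). The systems differ by Myc in name. The labels add a luciferase element to the genotype of both, whose role they do not state. Cells were induced in medium with fetal bovine serum, LIF and doxycycline (FBS-LIF with doxycycline). Some cultures were moved to 2i-LIF, a serum-free medium with LIF and a pair of kinase inhibitors, at day 6 for the R9 libraries. The labels do not give the day of that move for the R10 libraries of day 18, and list no doxycycline in 2i-LIF. The 45 libraries were made in 2 ways, per the labels. The 22 R9 libraries were direct cDNA libraries of poly(A)-enriched RNA, and the 23 R10 libraries were PCR cDNA libraries of total RNA. The labels do not state whether an R9 and an R10 library of one condition came from the same RNA.

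The gene values were CPM, deposited by the authors in a table named after IsoQuant. The transcript values were TPM, deposited by the authors in a second table named in the same way. Its values carry a length correction and show no common step, so depth cannot be read from them. The aligner, the program versions and the genome build are not stated per the labels. The deposited transcript annotation held the exons of 276608 filtered transcripts. A deposited classification table described all 1883390 transcripts before the authors' filter, in the layout of SQANTI3 per the file headers. That table also gave the percent of A bases after each transcript end, per the file headers, which entered no comparison. Of 17705 genes placed both in the deposited annotation and in GENCODE M21 (GRCm38), 17689 overlapped their GENCODE position (99.9%), so coordinates are given as deposited, 1-based, on chromosomes of that build. Gene spans are the outer bounds of the deposited transcripts and can be wider than an annotated gene. All CPM values above 0 were whole multiples of a step per library within 0.02 reads (100% of values), which gave whole reads and each library's depth. The gene table held 13 further columns that matched no sample, and these were not used. Among the gene names, 20 had been turned into numbers, which left those genes without a name. For all 45 libraries the gene column correlated best with the transcript column of the same library.

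Gene classes came from GENCODE M21 and RefSeq by identifier or symbol. Of 23575 genes, 14430 were protein-coding, 2146 lncRNA, 1408 of other classes, 882 joined genes named after several genes, 4607 unannotated and 102 unmatched. Of the unannotated genes, 1867 were named as antisense to a known gene and 2740 by number. Whether counting used strand is not stated, so antisense and overlapping genes are uncertain.

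CPM were tested as log2(CPM + 1) with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3. A gene was tested when it had a CPM of at least 1 in at least as many libraries as the smaller arm, and called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 difference of at least 1. All tests were two-sided. Differences on this scale understate the change of low genes. The arms, the tests, the filters and 216 alternative values were fixed before the data were examined, and 28 alternative values were added later. The time course used limma's moderated F test over the differences from day 0 with the factor system as an additive term. OKMS and OKS were compared with day as a block, the media with the pair as a block, and R9 and R10 with the condition as a block. Isoform usage was tested with limma's diffSplice (Simes p per gene) on log2(TPM + 1), over transcripts of at least 1 TPM in at least 4 libraries and genes with at least 2 such transcripts. A position between progenitors and stem cells was the regression slope of a library's differences from the progenitor mean on the stem cell minus progenitor differences of the same chemistry, over the genes called in the other chemistry (7067 genes for R9 libraries and 5671 for R10 libraries). The progenitor mean lies at 0 and the stem cell mean at 1. Axis position, Myc and the share of TPM in unannotated transcripts were compared by exact sign-flip permutation tests over pairs. Unannotated transcripts were all but full-splice matches and incomplete splice matches.

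The alternatives were a pseudocount of 0.25, no filter, a minimum of 5 CPM or TPM, quantile normalization, median centring, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads, other arms, the other chemistry, both chemistries together, other blocks, and leaving out each library or pair. Those chosen later were reads thinned to the shallowest library, arms narrowed to parts of the R10 libraries and a test of transcript shares. Others were isoform fits without a progenitor library on the transcripts that passed in all libraries, and incomplete splice matches counted as unannotated. Either numbered R1 library was also used as the R10 library of R1 stem cells when the methods were compared. Last, the R10 libraries numbered n1 and n2 in the labels of each stem cell line were averaged into 1 sample. The closing section gives the effect of the alternatives. The scripts ran on Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

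Each test was tested on simulated data in which genes well above the minimum of 1 CPM or TPM were changed. Recovery of low genes was therefore not measured. In each simulation 200 genes were changed by 2 on the log2 scale. limma recovered 97.5% of them for stem cells against progenitors in R10, 88% in R9, 74% for the medium, 22% for the factors at day 2, 96.5% for OKMS against OKS, 97% for 2i-LIF, 100% for R9 against R10 and 69% for the time course. For 2i-LIF reprogrammed cells against stem cells, limma recovered 93.5% but 177 of its 364 calls were false (48.6%). The arms of that comparison differ in depth. On the same simulation edgeR made 1 false call of 161, DESeq2 made 6 of 168, and limma after thinning made 8 of 150. diffSplice recovered 87.5% of changed genes, with 109 false calls of 284 (38.4%). With transcript shares held fixed and gene totals as measured, diffSplice called 916 of 8614 genes and the share test called 5 of 4419. The counts of these comparisons by the tests fixed beforehand are therefore inflated, and other counts stand beside them.

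Named genes followed a rule fixed beforehand. They were fixed lists of pluripotency, progenitor, epithelial, mesenchymal and lncRNA genes, and per comparison the 3 called genes with the largest rise and the 3 with the largest fall among those whose arms do not overlap or whose pairs all move in the same direction. Numbered, unannotated and Rik genes were left out of the latter, except among lncRNA genes and isoforms. Snhg26, a list member, was not analysed here. Genes named outside the rule are said to be so.

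Total depth was 447990 to 1390424 reads in R9 and 566599 to 4236442 reads in R10, so that a single read was worth from 0.236 to 2.23 CPM. Intervals are exact Clopper-Pearson intervals at 95%. A gene at 0 in all libraries of an arm was given a floor of 3 counts over the arm, and its fold is a lower bound. PCR reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Replicate libraries of a group were compared for duplicates. Their chi-square per degree of freedom lay between 2.30 and 29.5, so all pairs differed by more than counting error. Repeat PCR libraries of one RNA can also differ by more than counting error. The n1 and n2 libraries of the stem cell lines had the lowest values, 2.30, 2.82 and 3.09, and are not shown to be separate cultures. Each library was counted as a sample, as labelled, with the average of n1 and n2 as an alternative.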

Results

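The series covered 45 libraries of mouse cells. Neural progenitors in their own medium gave 4 R9 and 4 R10 libraries, from wild-type, OKMS and OKS cells. Embryonic stem cells in 2i-LIF gave 2 R9 libraries (lines O4G and R1) and 7 R10 libraries. The latter were 2 of O4G, 2 of R1 clone 3 and 3 of R1, of which 1 carried no n number in its label while the other 6 stem cell libraries did. OKMS and OKS cells in FBS-LIF with doxycycline were sampled in R9 at days 2, 4, 6, 10, 14 and 20 with 1 library per system and day. In R10 they were sampled at days 2, 6 and 18, with OKMS also at days 4 and 10. Cells moved to 2i-LIF gave 3 R9 libraries at days 14 and 20 and 2 R10 libraries at day 18. Wild-type progenitors held for 2 days in FBS-LIF with doxycycline gave 1 R9 and 2 R10 libraries. The depth ranged from 447990 to 1390424 reads in R9 and from 566599 to 4236442 in R10, with an R10 median of 2342551. Between 13297 and 16424 genes were above 0 CPM in an R9 library and between 14085 and 18587 in an R10 library. The shallowest libraries were OKS day 10 in R9 and OKMS day 18 in 2i-LIF in R10.

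The authors' filter kept 14.7% of the assembled transcripts. Of the 276608 kept, 56793 were full-splice matches of annotated transcripts and 123606 used splice sites outside the annotation. The kept transcripts had a median length of 1610 bases, and 5412 of them (1.96%) had a single exon.

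The R10 libraries differed in ways their groups did not explain. Reads on mitochondrial genes made up 0.124 to 0.319% of reads in the 4 wild-type progenitor libraries, treated and untreated, and the R1 stem cell library without n number. They made up 0.730 to 1.64% in the 8 OKMS and OKS libraries up to day 10 and 1.56 to 2.35% in the 10 libraries of day 18 and of numbered stem cells. The R9 libraries held 0.310 to 0.990%. Incomplete splice matches took 14.6 to 20.3% of TPM in the 10 libraries of day 18 and of numbered stem cells, and 7.84 to 12.9% in the other R10 libraries. No progenitor library belonged to the former set. Comparisons of stem cells with progenitors in R10 were therefore repeated within the other set, whose only stem cell library is the R1 library without n number.

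**Figure D1:**
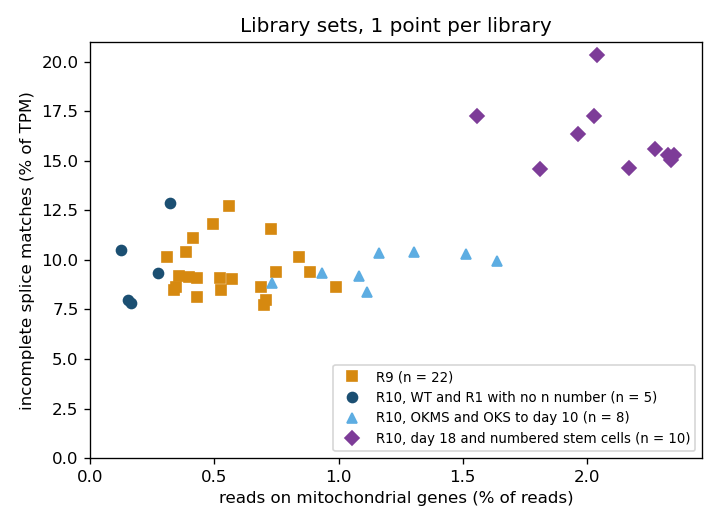
Incomplete splice matches (percent of TPM) against reads on mitochondrial genes (percent of reads), with 1 point per library. The 10 R10 libraries of day 18 and of numbered stem cells lie at 14.6% or more of TPM, above all other libraries.

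To find which genes separate stem cells from progenitors, 7 stem cell and 4 progenitor libraries were compared in R10. limma called 7067 of 15415 genes, 3452 higher and 3615 lower in stem cells. On the recovered reads edgeR called 7599 and DESeq2 7523. The alternative that moved this count most was the comparison within a single library set, wild-type progenitors against the R1 library without n number, which called 2464 genes, 1993 of them shared, with 1773 higher and 691 lower. Median centring moved the median difference of all genes by 0.23 on the log2 scale, so smaller differences depend on the scaling. The largest rises were those of Dppa5a, Tdh and Nanog. Dppa5a (ENSMUSG00000060461.5, chromosome 9, 78347670 to 78388320) rose from 11.8 ± 3.60 CPM (SD, n = 4) to 7930 ± 1166 CPM (SD, n = 7), a log2 difference of 9.31 ± 0.17 (SE) with a limma adjusted p of 3.22e-15. Tdh (chromosome 14, 63490882 to 63508936) rose from 0.956 ± 0.792 to 1126 ± 154 CPM and Nanog (chromosome 6, 122702820 to 122774414) from 0.740 ± 0.733 to 928 ± 197 CPM. Dppa5a and Nanog have near-identical copies in the genome, between which counting could split reads. The largest falls were those of Fabp7, Ptn and Ccnd2. Fabp7 (ENSMUSG00000019874.11, chromosome 10, 57608624 to 57832097) fell from 3993 ± 426 to 3.09 ± 8.19 CPM, a log2 difference of -11.31 ± 0.68 (SE) with a limma adjusted p of 9.62e-10. All Fabp7 reads of the stem cells lay in the library without n number. Ptn (chromosome 6, 36704026 to 36810566) fell from 1238 ± 161 to 1.13 ± 1.87 CPM and Ccnd2 (chromosome 6, 127125162 to 127154974) from 1459 ± 55.2 to 2.20 ± 3.39 CPM.

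The fixed lists followed the cell types. All 17 pluripotency genes were called, 16 higher in stem cells with a list median of 6.18 on the log2 scale, and Myc lower at 6.00 ± 4.49 against 161 ± 34.0 CPM. All 9 progenitor genes tested were lower, with a median of -5.44. The 6 epithelial genes were higher, with a median of 3.85. Of 7 mesenchymal genes tested, 6 were called, with Zeb1, Zeb2, Twist1 and Thy1 lower and Fn1 and Col1a1 higher. The counts adjusted over the list alone were the same, 17, 9, 6 and 6. In R9 all 17 pluripotency genes were called, 16 of them higher, and all 6 epithelial genes were higher. Of 11 progenitor genes tested there, 9 were called lower and Sox1 higher, at 10.4 and 3.72 CPM (11 and 4 reads) in the stem cell libraries and 0 in all 4 progenitor libraries. Sox1 was not tested in R10. Of the 7 mesenchymal genes, 5 were called in R9, with Fn1 the only one higher. The R9 counts adjusted over the list alone were 17, 10, 6 and 6.

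Because the series concerns long non-coding RNA, annotated lncRNA genes were counted apart. Of 810 tested, 429 were called (53.0%), 221 higher and 208 lower, beside 45.5% of protein-coding genes. In R9 this order was reversed, with 293 of 833 lncRNA genes called (35.2%), 139 higher and 154 lower, beside 38.0% of protein-coding genes. Within a single library set, 214 lncRNA genes were called, 155 of them shared, with 181 higher and 33 lower. That fit set the R1 library without n number against the wild-type progenitor libraries alone. By splice share all 4 progenitor libraries lie in that set. Against all 4, the lncRNA calls were less one-sided. The median log2 difference of lncRNA genes was -0.29 there, beside -0.20 against wild-type progenitors. Both fits rest on a single stem cell library. A minimum of 5 CPM left 301 lncRNA genes tested and 188 called. The largest rises were those of 1700097N02Rik, Gm46332 and Rian. 1700097N02Rik (ENSMUSG00000099474.1, chromosome 17, 30622421 to 30627815) was at 0 in all 4 progenitor libraries and at 226 ± 78.7 CPM in stem cells, at least 798-fold higher against a floor of 0.283 CPM over the progenitor arm. Gm46332 (chromosome 12, 4552543 to 4582757) rose from 0.730 ± 0.774 to 248 ± 95.6 CPM. Rian (ENSMUSG00000097451.10, chromosome 12, 109632341 to 109661716) rose from 0.231 ± 0.302 to 163 ± 23.1 CPM. The largest falls were those of Pantr1, from 505 ± 66.3 to 0.411 ± 0.667 CPM, Gm3764, from 549 ± 318 to 0.608 ± 1.39 CPM, and Gm43126, from 205 ± 26.9 to 0.360 ± 0.516 CPM. Gm43126 (chromosome 6, 127125162 to 127130315) overlaps Ccnd2, so its fall is uncertain. Of the 16 tested genes of the lncRNA list, 11 were called, 10 of them higher. The count adjusted over the list alone was 11. In R9 9 of these 16 were called, 8 of them higher, and 9 when adjusted over the list alone.

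Of 1210 unannotated genes tested, 681 were called (56.3%), 453 of them higher in stem cells. In R9 32.1% of 1222 were called, 251 higher and 141 lower. The largest rise belonged to a numbered unannotated gene on chromosome 10 (74714783 to 74719966), at 0 in progenitors and 244 ± 85.5 CPM in stem cells, at least 863-fold higher. Its difference was not the same in R9 and R10 by limma's interaction test. An unannotated gene antisense to Psmd11 rose from 2.73 ± 1.29 to 250 ± 85.5 CPM. An unannotated gene antisense to Sox9 (chromosome 11, 112785144 to 112786174) fell from 243 ± 58.2 to 0.260 ± 0.557 CPM, and one antisense to Ncan (chromosome 8, 70093085 to 70126237) from 61.2 ± 9.08 CPM to 0 in all stem cell libraries, at least 450-fold lower. Antisense genes are uncertain where counting ignores strand.

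The same comparison in R9, with 2 stem cell and 4 progenitor libraries, called 5671 of 15746 genes, 2775 higher and 2896 lower, while edgeR called 5713 and DESeq2 4533. Leaving out the R1 stem cell library lowered this to 4038. Of the R10 calls tested in R9, 6171 of 6430 had the same sign (96.0%), where 82.5% of all genes did, and 4433 were called in both. Across 14231 genes, which are not independent replicates, Pearson's r of the differences was 0.91. Dppa5a rose from 8.09 ± 3.75 (SD, n = 4) to 8923 ± 937 CPM (SD, n = 2), Chchd10 from 2.25 ± 1.22 to 2318 ± 11.8 CPM and Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35505307 to 35510780) from 1.72 ± 1.61 to 1356 ± 65.2 CPM. Fabp7 was at 0 in both stem cell libraries and at 3780 ± 1066 CPM in progenitors, at least 2679-fold higher. Ptn was at least 949-fold higher in progenitors. Serpine2 fell from 5285 ± 1189 to 5.17 ± 0.726 CPM.

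Long reads assign whole isoforms, so isoform usage was compared between stem cells and progenitors in R10. diffSplice called 5351 of 8614 genes with 53717 transcripts. This count is inflated, since 916 genes were called in simulated data with shares held fixed. A test of the transcript shares themselves called 3546 of 5081 genes, 3131 of them shared. The count also depends on the libraries used. Against the R1 library without n number alone, 424 of 5780 genes were called, and in R9 314 of 5814. In 2247 called genes a transcript's share of its gene moved by at least 20 percentage points, and in 258 by at least 50. The most abundant transcript differed between the arms in 2303. Of the called genes, 2166 were also called for expression. The largest gain in share belonged to a 231-base, 2-exon transcript of an unannotated gene antisense to Zfp282 (chromosome 6, 47896954 to 47915387), from 0% to 100% of the gene in all libraries, with gene totals of 6.66 and 16.9 TPM. A transcript of Dnah2os (chromosome 11, 69452318 to 69453690) gained 98.1 points, with gene totals of 1.94 TPM in progenitors and 7.63 TPM in stem cells. A 667-base, 2-exon non-coding transcript of Upf1 (chromosome 8, 70331525 to 70332944), outside the annotation, rose from 0% to 95.6 ± 1.51% (SD, n = 7). The Upf1 totals were 4.27 and 48.4 TPM. The largest losses were in Rbp7 (chromosome 4, 149449687 to 149461976), from 100% to 0% with gene totals of 6.58 and 3.93 TPM, and in an unannotated gene antisense to Gm9843 (chromosome 16, 76377178 to 76403712), from between 96.2 and 99.2% to 0%. The latter gene lost its call when any of the 4 progenitor libraries was left out (diffSplice adjusted p of 0.192 to 0.880), since its transcript then fell below the minimum of 4 libraries, and kept it in all 4 fits when the same transcripts were tested. In Tyro3 (chromosome 2, 119812864 to 119818104) a 5-exon coding transcript fell from 96.7 ± 1.05% to 0%, while the gene total went from 138 to 3.15 TPM. Dnah2os, Upf1 and Rbp7 were not tested by shares, in R9, at a minimum of 5 TPM or against the R1 library without n number alone.

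To separate the medium and doxycycline from the factors, wild-type progenitors after 2 days in FBS-LIF with doxycycline were compared with wild-type progenitors in their own medium, 2 R10 libraries each. limma called 3940 of 14688 genes, 2193 higher and 1747 lower, edgeR 3964 and DESeq2 3490. Each arm rests on 2 libraries. Leaving out any of the 4 lowered the count to between 0 and 1141. limma called 0 genes without replicate 2 of the progenitors (3300 at an unadjusted p under 0.05), without their replicate 3 (3313) and without replicate 2 of the treated cells (5486), and 1141 without replicate 3 of the treated cells. No other tool was run in these fits. Scaling moved the median difference of all genes by up to -0.16, and quantile normalization gave 1773 higher and 2044 lower. Of all genes tested in both chemistries, 80.6% had the same sign in R10 and R9. In R9, where the treated arm is a single library, 1562 genes were called, 452 of them shared, with 1472 higher and 90 lower, and 97.1% of the R10 calls had the same sign. Gfap (chromosome 11, 102885741 to 102900982) rose from 5.44 ± 0.390 to 2036 ± 1386 CPM (SD, n = 2 each) and Clu (chromosome 14, 65968531 to 65981549) from 2.85 ± 0.435 to 1034 ± 88.7 CPM, a log2 difference of 8.07 ± 0.22 (SE) with a limma adjusted p of 5.37e-04. Ccn5 rose from 0.763 ± 0.268 to 401 ± 88.5 CPM. Ube2c (chromosome 2, 164749799 to 164778822) fell from 677 ± 32.6 to 4.59 ± 0.959 CPM, Pclaf from 491 ± 117 to 4.68 ± 3.35 CPM and Cenpa from 303 ± 61.4 to 2.43 ± 1.22 CPM. Of the pluripotency list 7 genes were tested and 2 called, Myc and Esrrb, both lower.

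The effect of the factors was measured at day 2 with the medium held the same, OKMS and OKS together (2 R10 libraries) against wild type (2 libraries). limma called 114 of 15402 genes, 110 higher and 4 lower. The count depended strongly on the tool and scaling. DESeq2 called 464 and edgeR 334, quantile normalization left 29, and median centring gave 399 with 72.4% higher in place of 96.5%. Median centring moved the median difference of all genes by -0.20. limma called 0 genes without wild-type replicate 3 (1452 at an unadjusted p under 0.05), without OKMS (1384) and without OKS (3192), and 115 without wild-type replicate 2. The arms also differed in mitochondrial share, so library set and factors cannot be told apart within R10. In R9, with 1 wild-type library, limma called 0 genes with 1507 at an unadjusted p under 0.05, and 87.7% of the 114 genes had the same sign, beside 62.2% of all genes. Fetub (chromosome 16, 22917379 to 22942678) was at 0 in wild type and 232 ± 123 CPM with factors, at least 433-fold higher. Apela was at 0 and 72.8 ± 8.99 CPM, at least 136-fold higher. Uninduced OKMS and OKS progenitors in R10 held 20 and 8 reads of Fetub and 2 and 10 of Apela. Wild-type progenitors there held 0 and 0 reads of Fetub and 0 and 3 of Apela. These folds therefore include differences present before induction. Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532562) rose from 0.494 ± 0.699 to 129 ± 16.9 CPM, a log2 difference of 6.52 ± 0.57 (SE) with a limma adjusted p of 0.00191. Pou5f1 rose from 1.25 ± 0.101 to 134 ± 10.6 CPM. These were the 2 called of 11 pluripotency genes tested, and 4 were called when adjusted over the list alone. Reads of the introduced factors may be counted on Pou5f1, Klf4, Sox2 and Myc, so these values cannot be assigned to the endogenous genes. Nppc, C3 and S100g fell, Nppc from 113 ± 53.7 to 7.41 ± 3.77 CPM. Hes5, of the progenitor list, rose from 0.196 ± 0.277 to 57.8 ± 15.8 CPM.

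The R9 timeline was fitted over 14 libraries for changes shared by both systems. Day 0 was in progenitor medium, so each difference from day 0 includes the change of medium and doxycycline. limma's F test called 2078 of 19357 genes, 1064 with their largest difference from day 0 upward and 1014 downward. edgeR called 4568 and DESeq2 2565. For 1243 of the called genes the largest difference fell on day 20, and without day 20 the count was 601. Without day 2 it was 1367. Median centring moved the median of each gene's largest difference from day 0 by -1.08. S100a6 was 10.28 higher than at day 0 on the log2 scale at day 14 (adjusted p of the limma F test 1.69e-05) and Ly6a 9.55 higher (9.13e-05). S100a6 also rose without factors, with 289 reads in R9 wild type at day 2 beside 18 and 7 in wild-type progenitors. In that day 2 library Ly6a had 0 reads and Pou5f1 had 1. Pou5f1 was 5.15 higher at day 2, 6.85 at day 6, 3.01 at day 10, 8.04 at day 14 and 9.76 at day 20 (2.65e-04). Ptn fell by 9.31, Sparcl1 by 8.54 and Olig1 by 8.37 at day 20. Klf4 rose by 3.35 at day 2 and by 4.32 at day 14. Myc was not called, with a largest difference of -1.52 at day 10 (adjusted p 0.456).

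**Figure D2:**
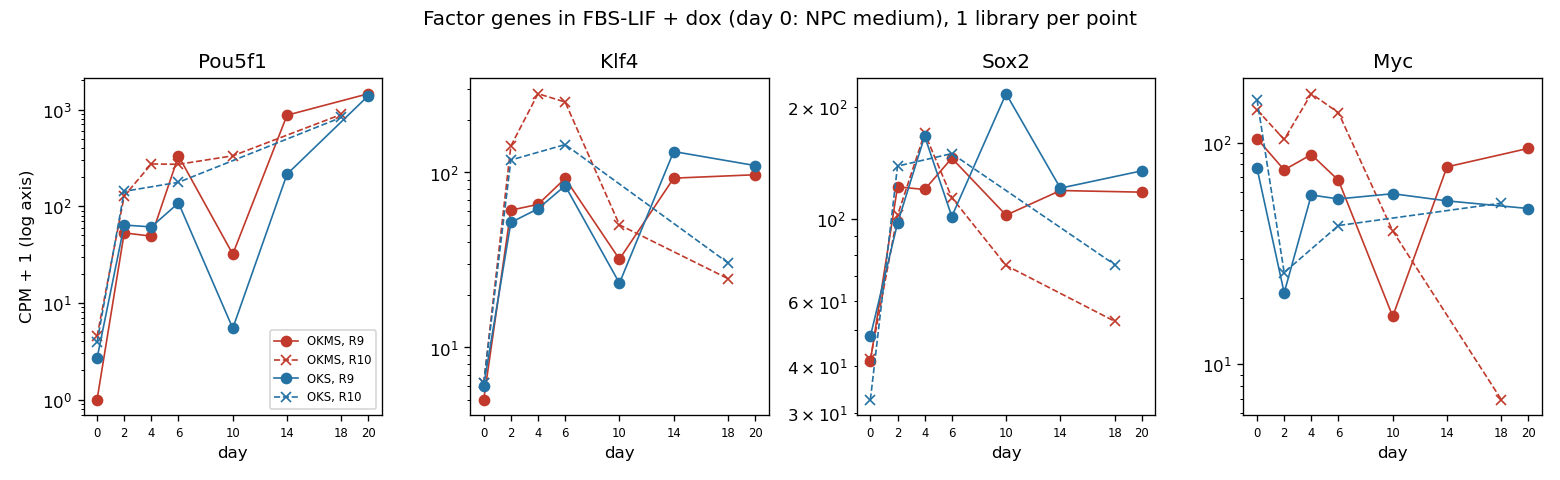
Pou5f1, Klf4, Sox2 and Myc in CPM + 1 on a log axis by day for OKMS and OKS in FBS-LIF with doxycycline, with progenitors in their own medium as day 0, 1 library per point, R9 as solid and R10 as dashed lines. R9 Pou5f1 fell at day 10 in both systems, to 30.9 CPM in OKMS and 4.46 CPM in OKS.

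The systems were compared over 6 R9 pairs by day. The labels do not show the days of a system to be separate cultures, so the pairs may not be independent. limma called 2567 of 14277 genes, 990 higher and 1577 lower in OKMS, while edgeR called 2329 and DESeq2 2227. Without day 6 the count was 1686. Median centring changed the share higher from 38.6% to 53.8% and moved the median of all genes by 0.15. Without the day block 2 genes were called. In 3 R10 pairs limma called 0 genes with 2389 at an unadjusted p under 0.05, while 98.2% of the R9 calls tested there had the same sign. Anxa8 (chromosome 14, 34085944 to 34100571) was at 3.10 ± 3.40 CPM in OKS and 56.6 ± 28.4 in OKMS (SD over days, n = 6 each), a log2 difference of 4.13 ± 0.51 (SE) with a limma adjusted p of 8.11e-04. Hmga1b, a near-copy of Hmga1 and so uncertain, was 3.69 higher and Tfap2c 3.44 higher. Fmod (chromosome 1, 134027164 to 134048370) was lower in OKMS at 54.8 ± 50.1 against 676 ± 472 CPM, a log2 difference of -3.99 ± 0.43 (SE). Mfap5 differed by -3.77 and Cdo1 by -3.55. Of the pluripotency list, 6 of 16 tested genes were higher in OKMS, 8 when adjusted over the list alone. Of the progenitor list, 6 of 9 were lower, and of the epithelial list 4 of 6 were higher.

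Axis position rose with time in both systems. OKMS stood at 0.175 at day 2, 0.426 at day 6, 0.563 at day 10 and 0.795 at day 20, and OKS at 0.0952, 0.139, 0.155 and 0.689. OKMS was ahead by 0.240 ± 0.132 (SD of 6 pairs), higher in 6 of 6 pairs. The exact sign-flip p was 0.0312, the smallest that 6 pairs allow, and it counts the days as independent. Wild type after 2 days in the same medium stood at 0.0722 in R9 and at 0.0707 and 0.0634 in R10. As a check of the labels, Myc was higher in OKMS in 5 of 6 pairs, by 0.38 ± 1.22 on the log2 scale, with an exact sign-flip p of 0.469. The day 10 pair had the opposite sign (-1.84), and without it the difference was 0.83, with the same sign in 5 of 5 pairs, which is too few for an exact p under 0.05. Over the 3 R10 pairs Myc was higher in OKMS in 2, by 0.25 ± 2.77 with an exact p of 1, where 3 pairs are too few for an exact p under 0.05. The day 18 pair there went against the labels, at 5.94 CPM in the library labelled OKMS and 52.5 CPM in that labelled OKS. Myc values therefore did not separate the systems, which are named as labelled throughout.

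**Figure D3:**
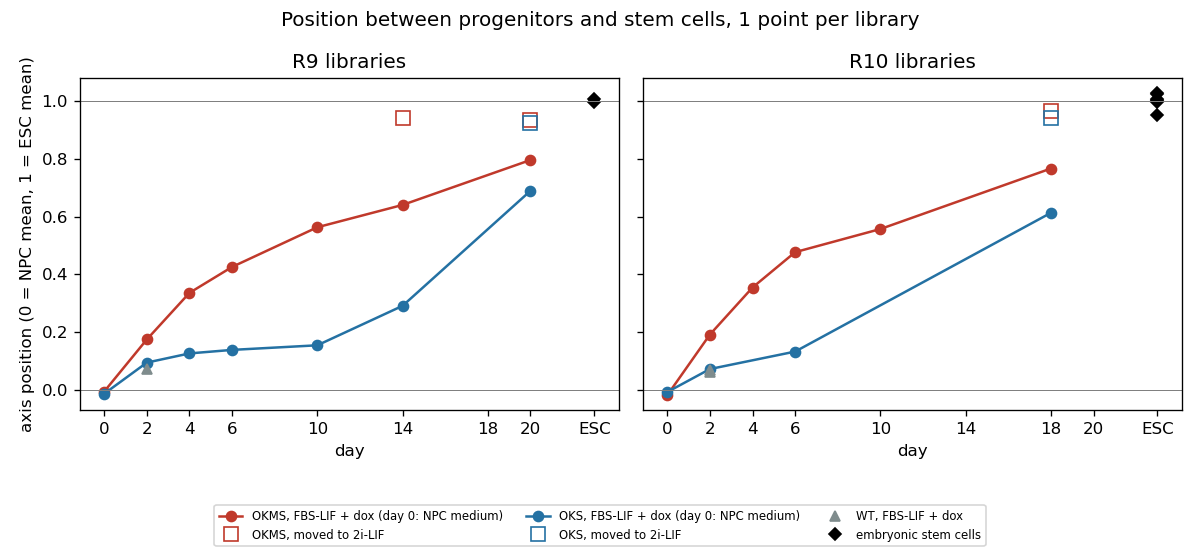
Axis position (0 is the progenitor mean and 1 the stem cell mean of the same chemistry, no unit) by day for R9 and R10, with 1 point per library. OKMS lay above OKS on all 6 R9 days, and the 5 libraries moved to 2i-LIF lay between 0.924 and 0.964. The stem cells were in 2i-LIF too, so the axis includes the effect of that medium.

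The move to 2i-LIF was measured over 5 pairs of equal system, day and chemistry. The comparison includes the loss of serum and, per the labels, of doxycycline. limma called 1832 of 14935 genes, 888 higher and 944 lower in 2i-LIF, edgeR 1933 and DESeq2 1242. Without the OKS day 20 pair the count was 1210. The 3 R9 pairs called 1166 and the 2 R10 pairs 188. Spic (chromosome 10, 88674772 to 88685079) rose from 0.543 ± 0.749 to 90.4 ± 14.8 CPM (SD, n = 5), a log2 difference of 6.00 ± 0.38 (SE) with a limma adjusted p of 2.58e-08. Crygd rose by 4.97 and Crxos by 4.73 on the log2 scale, to 40.6 ± 10.6 and 309 ± 56.3 CPM. Acta2 (chromosome 19, 34241114 to 34258516) fell from 228 ± 157 to 1.31 ± 1.40 CPM, Trh from 471 ± 530 to 5.47 ± 4.67 CPM and Dnmt3l from 144 ± 99.4 to 1.65 ± 1.82 CPM. Of the 17 pluripotency genes, 10 were called, 6 higher and 4 lower, and the count adjusted over the list alone was 10. Nanog rose from 262 ± 36.8 to 1204 ± 128 CPM, while Utf1, Lin28a, Dnmt3l and Myc fell. Krt8, Krt18, Epcam and Cldn6 of the epithelial list fell. Axis position was 0.941 in 2i-LIF and 0.701 in FBS-LIF with doxycycline, a difference of 0.240 ± 0.0760 (SD) in the same direction in 5 of 5 pairs. The exact sign-flip test gave the smallest p that 5 pairs allow, which is above 0.05. All stem cell libraries were in 2i-LIF too, so the axis includes the effect of that medium. The difference is therefore not a measure of reprogramming alone.

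How far reprogrammed cells in 2i-LIF differ from stem cells in 2i-LIF was measured in R10, 2 libraries at day 18 against 7. limma called 1438 of 15880 genes, 680 higher and 758 lower. On simulated data of this design 48.6% of limma's calls were false, since the OKMS day 18 library in 2i-LIF held 566599 reads and the stem cell libraries up to 4236442. edgeR called 270 genes, 163 higher and 107 lower, and DESeq2 453, 357 higher and 96 lower. limma on reads thinned to equal depth called 268, 174 higher and 94 lower, of which 245 were among the 1438. With the n1 and n2 libraries of each stem cell line averaged into 1 sample, limma called 208 genes, 108 higher and 100 lower, all among the 1438. The side with more calls thus differed from that of limma on all reads and libraries. In R9 110 genes were called, 52 of them shared, and 61.4% of the R10 calls had the same sign in R9, beside 52.1% of all genes. Cox6a2 rose from 0.439 ± 0.669 to 38.7 ± 32.6 CPM, Zscan4c from 1.49 ± 0.637 to 39.0 ± 37.7 CPM and Eif4a3l1 from 6.68 ± 3.20 to 86.5 ± 52.5 CPM. Zscan4c and Eif4a3l1 have near-identical copies and are uncertain. In R9 Cox6a2 was not called, at 10.4 and 8.38 CPM in the stem cell libraries and 6.11, 27.9 and 4.66 CPM in the reprogrammed ones, a log2 difference of 0.02 (limma adjusted p 0.993). Meg3 (ENSMUSG00000021268.17, chromosome 12, 109540686 to 109571726) was at 209 ± 34.3 CPM in stem cells (SD, n = 7) and 11.7 ± 3.34 in reprogrammed cells (SD, n = 2), a log2 difference of -4.05 ± 0.21 (SE) with a limma adjusted p of 7.88e-08. Epp13 fell by 3.96 on the log2 scale, to 2.35 ± 3.32 CPM. Serpinb9b was at 0 in the reprogrammed libraries and 16.3 ± 8.14 CPM in stem cells, at least 6.56-fold higher. In R9 neither was called, with log2 differences of -0.13 for Epp13 and -1.16 for Serpinb9b. Rian, from the lncRNA list, fell from 163 ± 23.1 to 15.2 ± 5.97 CPM. Mirg fell by 1.75 on the log2 scale, to 1.66 ± 0.141 CPM, and was not called after thinning, or with n1 and n2 averaged (limma adjusted p 0.0712). In R9 Zscan4c, Eif4a3l1, Meg3, Rian and Mirg were called in the same direction. Of the pluripotency list 2 of 17 genes were called, Lin28a and Dnmt3l, both lower, and 2 when adjusted over the list alone. Neither was called after thinning or in R9, where they differed by -1.65 and -0.31. Of 17 lncRNA list genes tested 4 were called, and 5 when adjusted over the list alone.

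**Figure D4:**
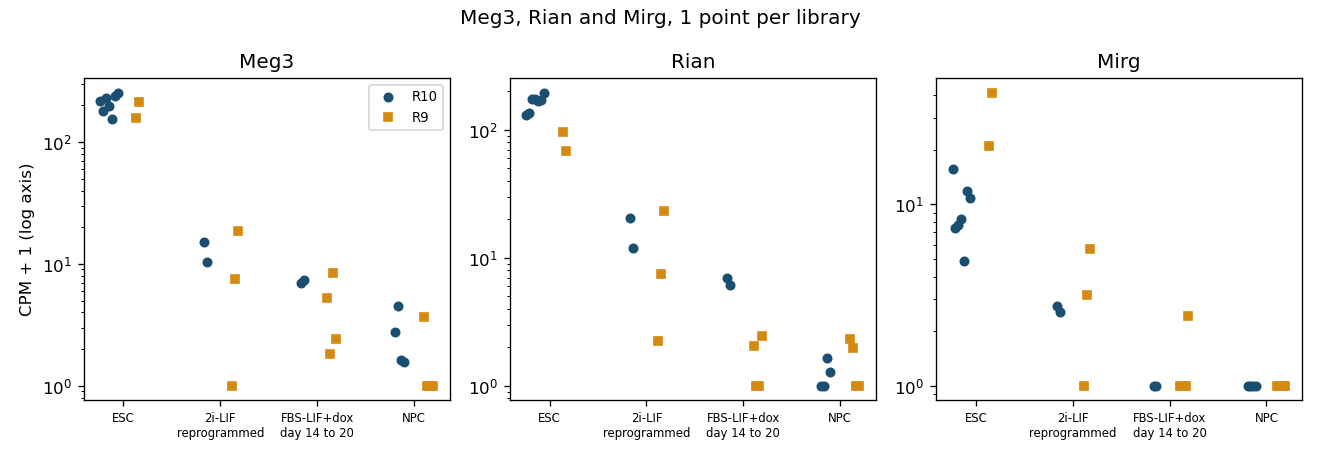
Meg3, Rian and Mirg in CPM + 1 on a log axis, with 1 point per library and chemistry by colour, for stem cells, reprogrammed cells in 2i-LIF, cells of days 14 to 20 in FBS-LIF with doxycycline, and progenitors. Meg3 lay at 157 CPM or more in both R9 stem cell libraries and at 17.5 CPM or less in the R9 reprogrammed libraries.

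The library methods were compared over 9 conditions with 1 library by each. Of the 3 R10 libraries of R1 stem cells, the one without n number was used, as fixed beforehand. limma called 1764 of 14089 genes, 713 higher and 1051 lower in R9, edgeR 2006 and DESeq2 1803. The counts under other settings lay between 1199 and 2054, with 1687 and 1706 when either numbered R1 library was used in place of it. Of 652 lncRNA genes tested, 119 were called, 109 of them lower in R9. CT010467.1 (chromosome 17, 39824947 to 39848044) was at 18531 ± 4282 CPM in R10 and 52.6 ± 45.5 CPM in R9 (SD, n = 9 each), a log2 difference of -8.84 ± 0.27 (SE) with a limma adjusted p of 1.11e-15. AY036118, which overlaps it, and H1f4 were also lower in R9. The joined gene Taf10_Tpp1 was 6.10 higher in R9, H3f3c 5.68 and Hist1h2ao 5.52. H1f4, H3f3c and Hist1h2ao belong to histone families of near-identical copies and are uncertain. Of the lncRNA list Tug1, Neat1, Meg3 and Malat1 were lower in R9. Unannotated transcripts took 34.8% of TPM in R9 and 35.7% in R10, a difference of -0.956 ± 1.22 points (SD of 9 pairs), with R9 higher in 2 of 9 pairs and an exact sign-flip p of 0.0273. Without the R1 pair the difference was -0.978 points, with R9 higher in 2 of 8 pairs and an exact p of 0.0547. The R1 library without n number held 39.8% and the R9 library of R1 39.0%, while the numbered R1 libraries held 34.6 and 34.4%. With either numbered library that pair differed by 4.39 or 4.61 points in the opposite direction, and the difference over 9 pairs was -0.382 or -0.357 points, with an exact p of 0.582 or 0.621. Over transcripts of at least 1 TPM in at least 4 libraries the difference was -0.793 points with an exact p of 0.0781. As a share of transcripts detected it was -4.17 points, lower in R9 in all 9 pairs, with an exact p of 0.00391, the smallest that 9 pairs allow. Of 9 transcript categories tested, antisense, intronic and intergenic transcripts took a lower share in R9, each with a Benjamini-Hochberg adjusted exact p of 0.0352. With either numbered R1 library intronic transcripts kept this value, while antisense transcripts had 0.0527 and intergenic transcripts 0.0703 or 0.260. Antisense transcripts took 1.16% in R9 and 3.41% in R10 and were higher in R9 in 1 of 9 pairs.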

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

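Chosen after the results were seen were the tests of the library set of the stem cell library without n number, of the mitochondrial share against depth, and of depth behind the low Myc value in the serum medium. The tests of progenitor reads, of the R9 and R10 difference and of Myc at day 18 in 2i-LIF were written down before they were run.

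Of 91 groups of 4 to 10 values, 14 held a value far from the others, where chance gives about 1 in 20 groups (4.55). The R1 stem cell library without n number held 10 of them. Its mitochondrial share was 0.124% of reads, where the 6 numbered stem cell libraries lay between 1.81 and 2.35%. Its axis position was 0.952 (others 0.996 to 1.03), its share of unannotated TPM 39.8% (34.4 to 35.6%) and its share of incomplete splice matches 10.5% (14.6 to 15.6%). In log2(CPM + 1), Nanog was 9.07 (9.80 to 10.11). Genes of progenitors were higher there, Fabp7 at 4.50 (others 0), Gm3764 at 2.24 (at most 0.60), Pantr1 at 1.52 (at most 0.53), Ptn at 2.64 (at most 1.12) and the unannotated gene antisense to Sox9 at 1.32 (at most 0.41). Several of these values are linked, so they are not 10 independent signs. Fabp7 rested on 58 reads, or 21.7 CPM. Reads or RNA of progenitors may have entered that library. Over genes abundant in progenitors and near 0 in the numbered libraries, the common share was 0.749% of the progenitor level, and 9 of 14 genes lay within 3-fold of it (64.3%). That share lies between the level set beforehand as needed for such an entry and the level set to exclude it, so it stays open. Its splice share of 10.5% lies within the 7.84 to 12.9% of the other R10 libraries of its set, but the sets were found from that same measure. This test is therefore void, and whether the library set accounts for these values stays open. The label gives the same line and medium as for 2 numbered libraries, and no biological explanation was tested.

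The low mitochondrial share was common to 5 R10 libraries, the 4 of wild-type progenitors and the R1 library without n number. Depth was argued against, since 5 of the 5 lay within the depth range of the other R10 libraries. A difference in how libraries were made may account for it, but the labels name no batch, and the wild-type and factor-carrying cells differ in set as well as in genotype.

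Among the 4 progenitor libraries in R10, of wild-type, OKMS and OKS cells in their own medium, Gm3764 stood at 10.00 in wild-type replicate 2 (others 8.44 to 8.70) and Ptn at 9.96 in wild-type replicate 3 (others 10.35 to 10.38), in log2(CPM + 1). Hist1h2ao differed by 3.67 between R9 and R10 in the OKMS day 2 pair, where the other 8 pairs gave 5.26 to 6.27. It belongs to a family of near-identical histone genes, so the split of reads between copies is uncertain. No explanation was tested for these 3 values, which are fewer than chance gives.

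Myc changed by -0.62 on the log2 scale between the media in the OKMS day 18 pair of R10, where the other 4 pairs gave -5.13 to -3.93. That pair started low, at 5.94 CPM (4 reads) in FBS-LIF with doxycycline, and ended at 3.53 CPM (2 reads). Its 2i-LIF value has an exact lower bound of 0.427 CPM. The level that the smallest fall of the other pairs would give lies below 0, so the test of depth on the 2i-LIF value was void. The low start in the serum medium, not the 2i-LIF value, sets this pair apart, since the other pairs started at 49.6 to 93.6 CPM. Depth was argued against for that start. Its upper exact bound was 15.2 CPM, and the lowest of the other 4 lower bounds, 37.7 CPM, was 2.48 times as high. No other explanation was tested, a biological one included.

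The stem cell minus progenitor difference itself differed between R9 and R10 for 666 of 18341 genes in limma's interaction test. Of 486 tested in both, 237 had opposite signs, but 7 were called in both with opposite signs. Of the 666, 15.0% were unannotated genes, beside 12.1% of the genes tested. With the R1 library without n number as the only R10 stem cell library, 146 genes were called, 59 of them among the 666. With each numbered library alone, 307 to 699 were called, 187 to 312 of them among the 666. The 666 therefore depend in part on which R10 stem cell libraries are used. Whether the library set accounts for this stays open, since it rests on the library without n number alone. Effects of the library method, which also differed in poly(A) selection, were not separated from those of the stem cell libraries used.

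The effect of 2i-LIF differed between OKMS and OKS for 1 of 18525 genes in limma's interaction test, with 1014 at an unadjusted p under 0.05. That gene was Fkbp6, named after its values were seen. The difference between systems was -3.94 ± 0.45 (SE) with an adjusted p of 0.0239. The rise in 2i-LIF was 4.74 and 5.96 in the 2 OKS pairs and 1.31 to 1.53 in the 3 OKMS pairs, since Fkbp6 was at 2.16 and 6.40 CPM in OKS and 16.9 to 66.8 CPM in OKMS in the serum medium. Both systems reached similar levels in 2i-LIF at days 18 and 20, 168 to 197 CPM. OKS is also less advanced in axis position, and no explanation was tested. The effect of 2i-LIF by chemistry gave 0 genes in limma's interaction test, with 675 at an unadjusted p under 0.05, and no other tool was run.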

How the results depend on the processing

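Some settings and tests were chosen after the data were seen. They included thinning the reads to the shallowest library, the test of transcript shares and the isoform fits with the transcripts kept. Also chosen then were the counting of incomplete matches as unannotated, the numbered R1 libraries as partners of R9 and the averages of n1 and n2. The counts over other splits, the fits with single stem cell libraries, the tests of depth and the simulation with fixed shares were as well. So were the test of the R9 sign and 2 comparisons between parts of the R10 arms. The comparison of wild-type progenitors with the R1 library without n number lay within a set. That of OKMS and OKS progenitors with the 6 numbered stem cell libraries crossed the sets. Sign and call were followed for the genes named for the largest changes and for some list genes. The latter were Pou5f1, Sox2, Klf4, Myc and Fn1 for stem cells in R10, and Pou5f1, Sox2 and Myc for the factors. They were Myc for the medium, Nanog and Myc for 2i-LIF, and Rian and Mirg for reprogrammed cells. Other list genes, Lin28a and Dnmt3l among them, were not counted. Of the log2 differences followed and the differences in axis position, Myc and unannotated share, 0 changed sign under any alternative. Among the transcript categories, the R9 minus R10 difference of fusion transcripts changed from -0.0264 to 0.0028 points with numbered R1 library 1. Counts of calls have no sign, and the side with more calls changed in 41 of 173 alternatives that made calls. It did so for 5 of 25 alternatives of stem cells against progenitors in R10 (4196 higher and 3013 lower by median centring), 8 of 15 in R9, 7 of 25 for lncRNA genes, 2 of 12 for the medium, 2 of 16 for OKMS against OKS, 7 of 16 for 2i-LIF, 9 of 20 for reprogrammed cells and 1 of 15 for the time course. It did so for 0 of 9 alternatives of the factors and 0 of 20 of R9 against R10. Which side holds more calls is therefore not firm in these comparisons, and this was not limited to sides near equal. For OKMS against OKS, 990 higher and 1577 lower became 1438 and 1234 by median centring. For the medium, 2193 higher and 1747 lower became 1773 and 2044 by quantile normalization. The side held in all alternatives with calls for the factors and for R9 against R10.

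For stem cells against progenitors in R10, 13 of 14 alternatives lay within 1.5 times of 7067. The exception was wild-type progenitors against the R1 library without n number, which called 2464 genes with fewer libraries, 1773 higher and 691 lower. OKMS and OKS progenitors against the 6 numbered stem cell libraries, a comparison that crosses the sets, gave 7756. Leaving out each library gave 6943 to 7267. The n1 and n2 libraries of each stem cell line are not shown to be separate cultures, and averaging them gave 6520. With each library counted as a sample, 1 of 100 splits gave as many genes, the real split, so chance was excluded on that count. The next largest gave 1026. A difference between sets of stem cell libraries was argued against as the whole cause, since single numbered libraries called at most 6006 genes and the other library 5110. Of the annotated lncRNA genes, 188 were called at a minimum of 5 CPM, where fewer genes were tested, and 214 within the single set, 181 higher and 33 lower, and 387 with n1 and n2 averaged. The single-set fit used wild-type progenitors alone, and its calls were more one-sided than with all progenitor libraries. OKMS and OKS progenitors against the 6 numbered stem cell libraries gave 496 lncRNA genes. Leaving out each library gave 414 to 467, and 1 of 100 splits gave as many. In R9 all 9 alternatives lay within 1.5 times of 5671, between 4533 and 5855, and leaving out libraries gave 4038 to 5880.

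The medium comparison (3940) gave 1562 in R9, 1472 higher and 90 lower, and with replicates left out 0 to 1141, where a lone library is assumed to vary like the other arm. The limma counts of 0 had 3300, 3313 and 5486 genes at an unadjusted p under 0.05, and no other tool was run in these fits. With the replicate number as a block 5605 genes were called. Numbers 2 and 3 are shared by the arms and the differences between them correlated at r = 0.47 across genes, but 2 pairs are too few to show that the numbers pair the samples. No other result was fitted with such a block, since within a chemistry the other arms share at most 1 number from the labels, which is number 2 for the medium in R9 and for stem cells against progenitors in R10.

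The factor comparison at day 2 (114) moved under most alternatives. It gave 74 with a pseudocount of 0.25, 181 at a minimum of 5 CPM, 29 after quantile normalization, 399 after median centring, 334 by edgeR, 464 by DESeq2 and 232 over both chemistries. limma called 0 genes after thinning (1919 at an unadjusted p under 0.05) and 0 in R9 (1507), and no other tool was run there. In the simulation thinned limma also recovered 0 of 200 changed genes here, so that 0 decides nothing. Leaving out each library gave 0 to 115, with 0 in 3 of 4 fits (1384 to 3192 at an unadjusted p under 0.05). A library batch that follows the arms was argued against as the whole cause, because 87.7% of the 114 genes had the same sign in R9 beside 62.2% of all genes. It stays open as a part of it.

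For OKMS against OKS (2567), 8 of 11 alternatives lay within 1.5 times. limma called 0 genes over the R10 pairs (2389 at an unadjusted p under 0.05, no other tool run), 126 over days 10, 14 and 20, and 2 without the day block. The first 2 rest on 3 pairs. Without the block the differences between days enter the error. Leaving out a day gave 1686 (without day 6) to 3236 (without day 20). Of 32 sign flips of the pairs 1 gave as many, which excludes chance only if the days are independent pairs. The labels do not show the days of a system to be separate cultures. A difference between the lines themselves was not separated from that of the factors. Axis position differed by 0.205 in 3 R10 pairs (exact p 0.25, the smallest possible), and with a day left out by 0.206 to 0.272, where 5 pairs cannot give an exact p under 0.05. The Myc difference ranged from 0.0919 without day 2 to 0.829 without day 10, and was 0.25 over the R10 pairs (higher in 2 of 3, exact p 1).

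For 2i-LIF (1832), 9 of 11 alternatives lay within 1.5 times, while R9 pairs alone gave 1166 and R10 pairs alone 188, with fewer pairs. Leaving out a pair gave 1210 (without OKS day 20 in R9) to 1908. Of 16 sign flips 1 gave as many, which is the smallest share 5 pairs allow and cannot exclude chance. The axis difference ranged from 0.219 to 0.265 with a pair left out.

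For reprogrammed cells in 2i-LIF against stem cells (1438), 4 of 11 alternatives lay within 1.5 times. The count was 868 at a minimum of 5 CPM, 270 by edgeR, 453 by DESeq2, 110 in R9 and 502 over both chemistries. More genes were higher than lower by edgeR (163 and 107), by DESeq2 (357 and 96), after thinning (174 and 94) and in R9 (67 and 43), unlike the 680 and 758 of limma on all reads. Averaging n1 and n2 gave 208 (108 and 100), with fewer samples in the stem cell arm, and Mirg was then not called. Thinning gave 268, which fits unequal depth as a cause of many of the calls. Leaving out each library gave 985 to 1992. Counts within 1.5 times share the unequal depth and do not make the larger number firmer.

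The time course (2078) gave 4568 by edgeR and 1073 after thinning. Leaving out a day gave 601 (without day 20) to 2423, and 1367 without day 2. The cause of the higher edgeR count was not tested.

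Isoform usage (5351) gave 2475 at a minimum of 5 TPM, 314 in R9, 3546 for shares and 424 with the R1 library without n number alone. Averaging n1 and n2 gave 4390. Leaving out each library gave 4107 to 5722, or 4836 to 4993 for progenitor libraries with the transcripts kept as in all libraries, and 1 of 100 splits gave as many with each library counted as a sample, so chance was excluded on that count. Single numbered libraries called 1130 to 1341 genes, over 1.5 times the 424, so the library sets contribute. Whole-gene changes seen through the pseudocount gave 916 calls with shares held fixed, too few to be the whole cause.

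For R9 against R10 (1764) all 11 alternatives lay within 1.5 times, with 1687 and 1706 for the numbered R1 libraries as the R10 partner of the R9 library. Thinning gave 1663, which argues against depth as the cause of the count, and leaving out a condition gave 1730 to 1852. The excess of genes lower in R9, 713 higher and 1051 lower, shrank under some settings. The sides were 802 and 861 after thinning, 592 and 607 at a minimum of 5 CPM and 813 and 881 by quantile normalization. Median centring (694 and 1082) and edgeR (787 and 1219) kept the excess. Its size is therefore not firm. Of 100 sign flips 1 gave as many. The unannotated share difference was -0.793 points over transcripts of at least 1 TPM (exact p 0.0781), -4.17 points as a share of transcripts detected (0 of 9 pairs higher in R9, exact p 0.00391, the smallest that 9 pairs allow) and -1.26 with incomplete matches counted (exact p 0.184). With a numbered R1 library in place of the one without n number it was -0.382 or -0.357 points (exact p 0.582 and 0.621), since that pair then differed by 4.39 or 4.61 in the opposite direction. Without the R1 pair it was -0.978 (exact p 0.0547). Detection depends on depth, which was not equalised there. With a condition left out it ranged from -1.13 to -0.606, and the exact p passed 0.05 in 5 of 9 such fits. The cause was not tested.

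Scaling moved the median of all genes by over 0.1 on the log2 scale for stem cells against progenitors (0.23 in R10 and 0.16 in R9 by median centring), its lncRNA genes (0.23 by median centring and -0.14 by quantile normalization), the medium (-0.15 and -0.16), the factors (-0.20 and -0.15) and OKMS against OKS (0.15 and 0.11), each by median centring first and quantile normalization second. For the time course it moved the median of each gene's largest difference from day 0 by -1.08 by median centring and by -0.18 by quantile normalization. The share of calls higher changed by over 10 points for the factors (96.5% to 72.4%) and OKMS against OKS (38.6% to 53.8%), both by median centring. Of the named genes that were followed, 566 of 575 values kept their call for stem cells against progenitors in R10 and 90 of 90 in R9. The counts were 81 of 105 for the medium, 89 of 126 for the factors, 87 of 102 for OKMS against OKS and 127 of 128 for 2i-LIF. They were 150 of 160 for reprogrammed cells, 120 of 120 for R9 against R10, 89 of 90 for the time course and 94 of 98 for isoforms. The 4 isoform losses all concern the gene antisense to Gm9843, with a progenitor library left out (adjusted p 0.192 to 0.880). Its transcript of progenitors was in 4 progenitor libraries alone, so the minimum of 4 libraries then removed it, and with the transcripts kept the call held in all 4 fits. Of the other named isoform genes, Upf1 alone gave a value in the fits without the kept transcripts. Depth limits low values. At the median R9 depth of 814717.5 reads 3 counts are worth several CPM, and 2 reads stood behind Pou5f1 in OKS at day 10 in R9. The 4 R10 libraries of day 18 are shallower than that median, at 566599 to 780312 reads.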

Other observations

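The tests of depth and of exchanged day labels for day 10, and the trend with transcript length, were chosen after the results were seen. The 3 tests on Meg3, Rian and Mirg and the test of many genes at day 10 were written down before they were run.

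Meg3, Rian and Mirg, neighbours on chromosome 12, were lower in reprogrammed cells in 2i-LIF than in stem cells in the same medium. After thinning to equal depth, 2 of the 3 genes were still called, Meg3 and Rian, which argues against unequal depth of the arms as the cause for these. Mirg alone stays open there. The R1 lines were argued against, since the lowest O4G stem cell value was at least 3.61 times the highest reprogrammed value for each gene, and the reprogrammed cells derive from O4G. A difference between library sets was argued against by R9, where the lowest stem cell value was at least 3.03 times the highest reprogrammed value. Mean R9 Meg3 was 184 CPM in 2 stem cell libraries and 7.97 ± 8.83 CPM (SD, n = 3) in reprogrammed cells. Progenitors were lower still in R10, at 1.62 ± 1.37 CPM. Meg3 was not low on all early days in R10. At day 2 it was 75.9 and 7.91 CPM in wild type, 34.3 in OKS and 9.48 in OKMS. At day 6 it was 67.0 CPM in OKS and 0 in OKMS. The OKS day 18 library in 2i-LIF held 9.39 CPM. R9 OKS showed no such rise, at 0 CPM on day 2 and 1.34 on day 6. A candidate explanation is that these cultures did not regain the stem cell level of this region by days 14 to 20. This is a hypothesis found and tested on the same data, over 5 reprogrammed libraries with no replicate of a condition. It does not account for the early R10 values of Meg3 in OKS.

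In R9, Pou5f1 fell at day 10 in both systems. In OKMS it was 330 CPM at day 6, 30.9 at day 10 and 873 at day 14, and in OKS 107, 4.46 and 213 CPM. The lower bound of the day 6 value was at least 5.27 times the upper bound of day 10 in each system, so counting error at the depth of these libraries was argued against. A lower level of many genes was argued against too. Among 7328 genes Pou5f1 had the largest mean dip, -4.44 on the log2 scale, and Klf4 lay at the 0.0682 percentile. Myc lay at the 1.02 percentile but fell in OKMS alone, and Sox2 lay at 77.5. An exchange of the day 10 label with another induced R9 day of the same system was argued against. With day 6 in OKMS and day 2 in OKS set aside, each exchange left a library whose upper Pou5f1 bound lay below the lower bounds of its neighbouring days by at least 2.86 times. For days 6 and 10 in OKMS, 215 of 240 genes that differed by at least 2 on the log2 scale between these days in R10 had the same sign in R9 (89.6%), where an exchange would give the opposite sign. For days 2 and 10 in OKS, 21 of 22 genes that differed in this way between R10 days 2 and 6 had the same sign between the R9 libraries labelled with those days (95.5%), and 4 of 22 did with the day 10 library in place of day 2. Factor genes were left out of these counts. A library from outside the timeline under a wrong label was not excluded. The R10 OKMS library of day 10 showed no fall of Pou5f1 (331 CPM, and 270 at day 6), while Klf4 went from 252 to 49.2 CPM. A lower level of the induced factors in the cultures taken on that R9 day may be the cause, and reads of the introduced factors were not separated from those of the endogenous genes, so this was not tested.

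CT010467.1 took 1.17 to 2.91% of reads in the 23 R10 libraries and at most 0.0181% in the 22 R9 libraries. Per the labels, poly(A) enrichment was used for R9 and omitted for R10.

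A trend in the same direction with transcript length was argued against as the cause of the R9 and R10 calls. Across 14069 genes, which are not independent, Spearman's rho of the difference with the length of the most abundant transcript was -0.0320. With genes parted by length into 4 sets of equal size, the longest (2288 to 10818 bases) held 104 genes called higher and 311 called lower in R9, beside 218 higher and 334 lower in the shortest, 210 and 205 in the next and 180 and 200 in the one after it. A lower yield of the longest transcripts in R9 was not excluded.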
